A study of Mus musculus with 2 samples. Its data were reported in "Med12 cooperates with multiple differentiation signals to facilitate efficient lineage transitions in embryonic stem cells" (2025).

How the data were processed

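The series holds a droplet-based single-cell RNA sequencing experiment on mouse embryonic stem cells. Cells of 5 clonal lines were tagged with cell multiplexing oligos in 2 conditions, pooled before droplet formation and sequenced together. GEO lists 2 samples, the gene expression library and the oligo library of that pool, and the authors divided the expression library into 10 matrices, 1 per line and condition. The line and condition of each matrix were read from the name the submitters gave it, together with the design text of the series and the methods of the study. The lines iG4 and iG6 were wild type for Med12 and carried a doxycycline-inducible GATA4-mCherry or GATA6-mCherry transgene. The lines A6, A11 and A12 (deposited as iG6_M12KO_A6, iG6_M12KO_A11 and iG6_M12KO_A12) were Med12-mutant clones derived from iG6, named here mutant replicates 1, 2 and 3, with iG4 and iG6 as wild-type replicates 1 and 2. Each line was kept in 2i+LIF medium, which holds cells in naive pluripotency, or differentiated by a doxycycline pulse of 4 h in wild-type and 8 h in mutant lines followed by 20 h in N2B27 medium. Pulse length and genotype therefore cannot be separated in differentiated cells. A single culture was sampled per line and condition, so the clonal line is the replicate and p-values measure the spread between lines.

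The values are unique molecular identifier (UMI) counts per gene and cell, deposited by the authors as filtered matrices from Cell Ranger 7.1.0 with the mm10 build, without further normalisation. The oligo counts in the same matrices served only to check the tags: in each matrix at least 99.9% of barcodes had the matrix's own oligo as the highest. All 32285 genes of the matrices were used. Positions came from a RefSeq table of GRCm38.p6, the assembly behind mm10, in which 26697 genes (82.7%, holding 95.1% of UMIs) were found by their Ensembl identifier. In 78 genes the symbol was shared with another identifier. The tags come from transcript ends, and reads of overlapping genes or near-identical copies, such as ribosomal protein genes and their pseudogenes, may be counted for the wrong member.

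Of 16251 barcodes, the 13870 with more than 2500 detected genes and less than 15.0% mitochondrial UMIs were kept, following the study. No doublet caller was run. Barcodes carrying several tags are removed when matrices are divided by tag, but doublets within a tag stay, so cells above 2 times the median UMI count of their matrix were left out as an alternative. Differentiated cells were clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 30 principal components, rpca integration over lines, Louvain resolution 0.05). Clusters were named from marker genes fixed beforehand. The share of differentiated cells in the primitive endoderm (PrE)-like cluster was given per line with an exact Clopper-Pearson 95% interval, which covers counting error only.

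UMI counts were summed per line and state, giving 15 sums of 12902184 to 40197235 UMIs. Genotypes were compared within each state, and each differentiated class with 2i+LIF cells within each genotype, by the quasi-likelihood F-test of edgeR 4.0.16 (two-sided, TMM normalisation, filterByExpr, Benjamini-Hochberg adjustment). A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, and every adjusted p of a gene below comes from this test. The difference between genotypes in the response to differentiation was tested as an interaction in the same fit. Levels are in CPM, the UMI counts of a sum scaled to a common total, given as mean ± SD over lines, and fold changes as log2 ± SE. Gene lists were tested with camera of limma 3.58.1 (two-sided, preset correlation 0.01, adjusted over the 31 lists of a state), and again with the correlation estimated from the data, under which camera called 0 of 31 lists in each state, with 2, 1 and 3 lists at an unadjusted p under 0.05 in 2i+LIF, Epi-like and PrE-like cells. A call was also lost with a negative estimate, as for FGF and ERK targets in PrE-like cells (-0.051, camera adjusted p from 0.000698 to 0.269). For such lists correlated genes cannot account for the loss of the call. For lists with a positive estimate, correlated genes and the small number of sums could not be told apart as the cause. No list test was run on the changes from 2i+LIF, for which only counts of called members are given. The 2i+LIF to differentiated sums share their lines. Deviations from the group means of the same line correlated by 0.314 to 0.579 between 2i+LIF and epiblast (Epi)-like sums and by 0.197 to 0.412 between 2i+LIF and PrE-like sums over 6635 genes, so a fit with the line as a block was added. Values of 5 lines were compared by exact permutation over the 10 splits into 2 and 3 lines, whose smallest two-sided p is 0.1.

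The size of the response was the slope of a line's log2(CPM + 5.0) change on that of iG4, over genes with a mean of at least 20.0 CPM that changed by at least 0.5 in iG4, divided by the slope of iG6. Chromosome segments were found from log2(CPM + 5.0) ratios to iG6, averaged over the 3 states, of genes with at least 20.0 CPM, by least-squares change points with at least 15 genes per segment and ratios limited to 1.5.

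Gene lists, cell type markers, tests and most alternatives were fixed before the data were examined. The rule for named genes took up to 12 higher and 12 lower called genes per genotype comparison, and 8 and 8 for each change from 2i+LIF in the wild type, with the largest absolute log2 fold change, a mean of at least 20.0 CPM and no overlap between lines. Symbols of predicted genes and clone names were passed over. Med12, Med12l, Spry4, Gata4 and Gata6 were always eligible, and members of a list could be named as its examples. Of the lists, the naive panel, the single genes and the Spry4 regulators were taken from the study, so their direction in these samples is not independent evidence.

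The tests were first run on simulated data. With 200 genes changed in counts drawn from the 2i+LIF sums of 2 wild-type and 3 mutant lines, 36% of 1.5-fold and 67% of 2-fold changes were recovered, with 9 and 11 false calls among 16346 and 16309 genes. For the mutant 2i+LIF to Epi-like change, 37% of 1.5-fold and 65% of 2-fold changes were recovered, with 4 and 6 false calls among 16843 and 16832 genes. A simulated response of 0.8 towards PrE-like cells was returned as 0.802 over 1409 genes. The simulated counterpart of iG6 had a slope of 0.999. In the data iG6 had 1.074 and, with the wild-type lines exchanged, iG4 had 0.817. The simulation therefore did not test how differences between wild-type lines move the response size. A segment of 40 genes shifted by 0.45 or -0.75 was found on 100% and 98.0% of 50 simulated chromosomes. Counts of different lines differed by 2.2 to 46.4 chi-square units per gene in every state, so each sum was treated as a library of its own.

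Alternatives were DESeq2 1.42.0 with its own size factors, no filter on low counts, every line left out in turn, all barcodes, sums thinned to the smallest total, classes from a marker score, the line as a block, other pseudocounts, and genes on shifted chromosomes left out. Leaving out genes of shifted segments, Epi-like cells close to the class boundary, genes that differ between the classes, and 60 marker genes during clustering were chosen after seeing the data. Coordinates of other genome builds were not used here, and raw reads were not analysed here.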

Results

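Single-cell transcriptomes were collected from 10 populations of mouse embryonic stem cells, covering 2 lines wild type for Med12 (iG4 and iG6) and 3 Med12-mutant clones of iG6 (A6, A11 and A12), each in 2i+LIF medium and after differentiation. Med12 encodes a subunit of the kinase module of Mediator, the complex that links transcription factors to RNA polymerase II. A pulse of an inducible GATA factor followed by N2B27 medium turns these cells into a mixture that resembles primitive endoderm (PrE), an extraembryonic lineage, and epiblast (Epi), the origin of the embryo proper. The matrices held 1272 to 1948 barcodes and 29383261 to 52694909 UMIs each. After filtering, 13870 cells remained, of which 6163 came from 2i+LIF medium and 7707 from differentiation, with 1082 to 1763 cells per matrix. Every comparison of genotypes rests on 2 wild-type and 3 mutant lines with 1 culture per condition. The 3 mutants were clones of the same line, and the study describes them as independent lines made from the GATA6-mCherry inducible line. They were more alike than the wild-type lines, with differences of 2.2 to 6.3 chi-square units per gene between mutants against 12.1 to 27.2 between iG4 and iG6. As related clones they may count for fewer than 3 independent replicates, and their spread may understate that between unrelated lines. The pulse lasted 4 h in wild-type and 8 h in mutant lines, so values of differentiated cells carry this difference together with the genotype.

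Med12 transcripts (ENSMUSG00000079487, X chromosome) were detected in all 5 lines. In 2i+LIF medium the level was 11.9 CPM in iG4, 12.8 in iG6, 8.89 in A6, 9.4 in A11 and 14.8 in A12. In Epi-like cells the same lines gave 16.5, 17.6, 7.94, 9.72 and 16.2 CPM, and in PrE-like cells 19.3, 18.8, 9.26, 10.6 and 20.7 CPM. The difference between genotypes did not pass the test in any state, with log2 fold changes of -0.16 ± 0.22 (SE), -0.58 ± 0.28 and -0.52 ± 0.31 and adjusted p = 0.656, 0.172 and 0.319. Without A12 it was -0.95 in both differentiated states, with adjusted p = 0.022 in Epi-like and 0.0445 in PrE-like cells. Sequence tags come from the transcript end, so these counts do not test the mutation itself. The 26 core Mediator subunits did not move as a group (camera adjusted p = 0.876, 0.381 and 0.928 in 2i+LIF, Epi-like and PrE-like cells), and the same held for the 7 genes of the CDK8 kinase module (0.886, 0.667 and 0.73).

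The first question of the differentiation experiment was how many cells reached the PrE. Clustering of the 7707 differentiated cells gave a PrE-like cluster of 3665 cells and an Epi-like cluster of 4021 cells. The PrE-like cluster was led by Nostrin, Foxq1, Dkk1, Pdgfra, Sox17, Gata4 and Lama1, and the Epi-like cluster by Slc7a3 and Nanog, so these genes define the classes. The PrE-like share was 56.0% in iG4 (exact 95% interval 53.4 to 58.6), 73.8% in iG6 (71.5 to 76.0), 37.7% in A6 (35.1 to 40.3), 39.1% in A11 (36.8 to 41.4) and 32.4% in A12 (30.1 to 34.8). The mean was 64.9% ± 12.57 in wild-type lines (SD, n = 2) and 36.4% ± 3.53 in mutant lines (n = 3), a difference of -28.5 percentage points. Both wild-type lines lay above all 3 mutants, which gives p = 0.1 in a two-sided exact permutation test, the smallest value that 10 splits allow. PrE markers also differed between genotypes within the Epi-like class, so the classes were drawn again in other ways. In clusters made without marker genes the shares were 53.8%, 70.9%, 36.2%, 37.8% and 30.9% in the same order of lines, and with classes from a marker score 53.9%, 78.3%, 34.7%, 36.5% and 29.6%. The score gave the same class to 93.3% of cells, and 9.0% of cells lay within 0.25 of its boundary. From other experiments, the study names lower GATA6-mCherry levels in mutants as the main cause of their lower PrE fraction. It reports similar PrE proportions when cells sorted for high levels were given FGF4. The transgene level was not measured apart from the endogenous genes here.

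**Figure D1:**
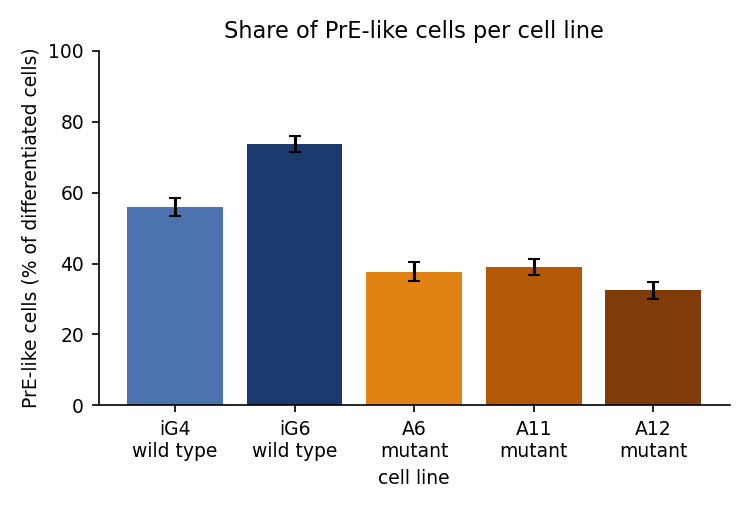
Share of PrE-like cells among the differentiated cells of each line, in percent, with bars for single lines and exact 95% binomial intervals that cover counting error only. The wild-type lines iG4 and iG6 stand at 56.0% and 73.8%, above the mutant clones A6, A11 and A12 at 37.7%, 39.1% and 32.4%.

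The amount of captured mRNA per cell was compared next. Differentiated wild-type cells yielded a median of 28276.5 ± 546.59 UMIs (SD over 2 lines) and mutant cells 25671.3 ± 317.28 (3 lines), a difference of -2605.2 UMIs with both wild-type lines above all mutants (two-sided exact permutation p = 0.1, the smallest possible). This pooled value includes the difference in class shares. In iG4, iG6, A6, A11 and A12 the medians were 27245.0, 26365.0, 24760.0, 24972.0 and 25179.0 UMIs in Epi-like cells and 28560.0, 29161.0, 28063.5, 25846.0 and 28507.0 in PrE-like cells. In kept cells the median percentage of mitochondrial UMIs was higher in all mutants than in both wild-type lines in every state. The values were 5.09 and 5.3 against 5.92, 5.43 and 5.52 in 2i+LIF cells (lines in the same order). They were 4.27 and 4.3 against 4.83, 4.46 and 4.72 in Epi-like cells. In PrE-like cells they were 4.17 and 4.08 against 4.72, 4.33 and 4.81. Before filtering, 393 of 1477 2i+LIF barcodes of iG4 and 525 of 1873 of iG6 failed the mitochondrial limit. In A6, A11 and A12 the numbers were 146 of 1272, 172 of 1540 and 156 of 1415. The wild-type distributions were cut more, so the 2i+LIF medians cannot show more mitochondrial RNA in mutants. In 2i+LIF medium the median UMI counts were 24427.2 ± 191.98 and 23809.3 ± 889.69, a difference of -617.9 UMIs within the spread of the lines (exact permutation p = 0.4). The difference was -1130.2 without A11 and -329.8 without A6. Its sign turned when all barcodes were used (1787.3) or when means replaced medians (253.9). Differentiated cells held more UMIs than 2i+LIF cells in 5 of 5 lines, on average by 2656.9 ± 1380.8 (SD), with a range from 508.0 in A11 to 4100.0 in iG6 (the two-sided exact sign-flip permutation gave the smallest p that 5 lines allow).

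Before genes were compared, the positions of differing genes were examined, and 3 chromosome segments shifted as a whole in every mutant line. On chromosome 6, genes from Mrpl19 to Resf1 (81957826 to 149335663, mm10) were higher than in iG6 by a median log2 ratio of 0.42 in 2i+LIF, 0.44 in Epi-like and 0.45 in PrE-like cells over 209, 209 and 201 genes. On chromosome 12, genes from Ppp2r5e to Snw1 (75449463 to 87472299) were higher by 0.55, 0.53 and 0.55 over 70, 65 and 66 genes. Genes from Cep128 to Ncapg2 on the same chromosome (90998490 to 116463532) were lower, by -0.71, -0.77 and -0.77 over 56, 56 and 59 genes, which is 0.61-fold, 0.58-fold and 0.59-fold. The SD of these medians over the 3 mutants was at most 0.028. In 2i+LIF cells 90.9%, 97.1% and 100% of the genes in these segments differed from iG6 in the direction of their segment in all 3 mutants, against 37.2% to 43.4% of genes elsewhere over the 3 states. The segments were found from these genes, and of genes in them that took no part in the search 82.2% to 100% did so over the 3 states. In iG4 the medians of the segments ran from -0.02 to 0.08. A11 alone had a further lower segment at the end of chromosome 1 (25 genes, median -0.69). The shared segments held 327 of the genes called in 2i+LIF cells (18.4%), 347 in Epi-like cells (14.6%) and 306 in PrE-like cells (28.5%), and genes in them are named as such below.

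**Figure D2:**
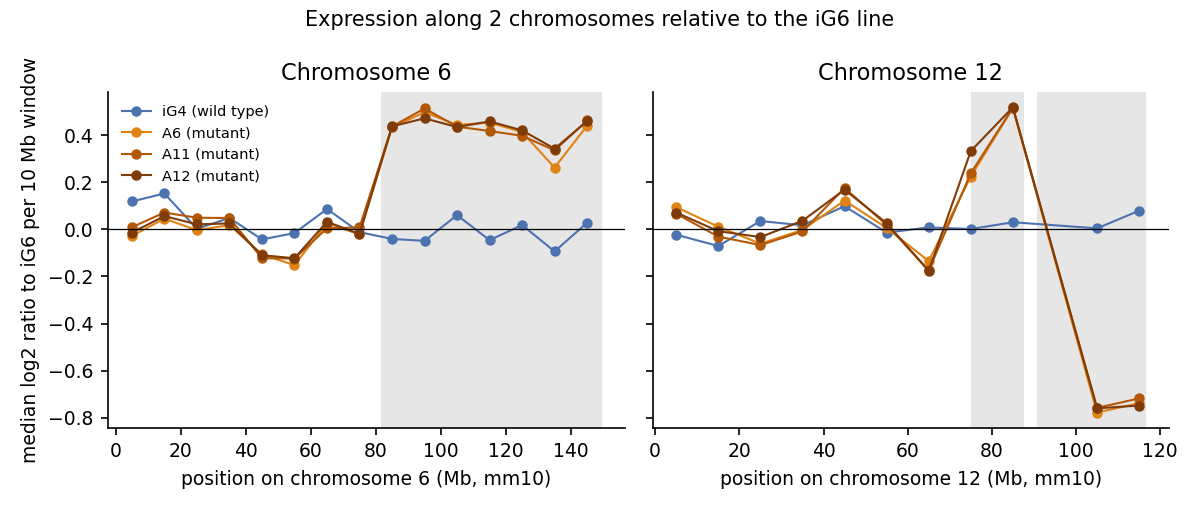
Median log2 ratio of expression to iG6 in windows along chromosomes 6 and 12 (position in Mb on the horizontal axis) for iG4 and the mutant clones A6, A11 and A12, averaged over the 3 states, with the shared segments shaded. The 3 mutants lie together above 0 on the distal part of chromosome 6 and on the first shaded part of chromosome 12, and below 0 on its last part, while iG4 stays near 0.

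To ask how loss of Med12 changes naive pluripotency, mutant and wild-type lines were compared in 2i+LIF cells. Among naive genes, Klf4 fell from 231 ± 69.3 CPM (SD, n = 2) to 91.3 ± 4.84 CPM (n = 3) and Zfp42, a marker of naive cells, from 747 ± 53.8 to 422 ± 22.9 CPM. The log2 fold changes were -1.33 ± 0.16 (SE) for Klf4, -0.82 ± 0.07 for Zfp42, -0.64 ± 0.08 for Tbx3 and -0.71 ± 0.07 for Klf2, and -0.61 ± 0.07 for the general pluripotency gene Sox2, with adjusted p between 0.000674 and 0.00267. Of 12 general pluripotency genes 2 fell, and that list was not called (camera adjusted p = 0.0749, and 0.798 with an estimated correlation; 0.0412 with genes of shifted segments left out). Of 18 targets of Wnt signalling, 4 were lower and 1 higher, and the list was not called (camera adjusted p = 0.095, and 0.798 with an estimated correlation). Among the lower ones, the changes were -0.94 ± 0.1 for the cyclin gene Ccnd1 and -1.51 ± 0.16 for Notum, which encodes an enzyme that inactivates Wnt proteins. Sfrp1, a secreted Wnt antagonist, changed by -1.43 ± 0.09. Among called genes with a mean of at least 20.0 CPM and no overlap between lines, increases were large for Lefty1 (2.78 ± 0.21), an antagonist of Nodal, and the transcription factor gene Ebf1 (2.59 ± 0.16), and decreases for Ly6a (-2.4 ± 0.1), which encodes a surface antigen, and Sgcz (-2.38 ± 0.09). These 4 genes lie outside the shared segments, and Lefty1 (chromosome 1, 180935022 to 180938401) lies in the segment lower in A11 alone.

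By list, 3 of the 7 naive genes of the study's own panel fell (Klf4, Tbx3 and Zfp42; camera adjusted p = 0.000301, and adjusted p = 0.764 with an estimated correlation). The study chose this panel, so it is not independent evidence of the direction. Of 12 other naive genes, 4 fell (Klf2 and Tcl1 among them; adjusted p = 0.00166, and 0.764 with an estimated correlation), with Tcl1 in the lower segment of chromosome 12. Among 23 targets of mTORC1 and ATF4, which respond to amino acid supply, 9 fell, and 11 when adjusted over the list alone. The median log2 fold change of this list was -0.574 (adjusted p = 1.89e-05, and 0.942 with an estimated correlation). This result leaned on iG4, in which Chac1 stood at 25.2 CPM against 4.49 in iG6, and without iG4 the list was not called (adjusted p = 0.0997). Chac1 changed by -3.27 ± 0.68 and Atf4 by -0.57 ± 0.15, and by -1.55 and -0.25 without iG4. Neither was called without A6, A11 or A12 (adjusted p = 0.0903, 0.0782 and 0.0555 for Chac1, and 0.153, 0.117 and 0.107 for Atf4). Of 21 genes of cholesterol synthesis 4 rose (Sc5d and Lss among them; adjusted p = 1.02e-05, and 0.803 with an estimated correlation), with 0.68 ± 0.09 for Sc5d and 0.65 ± 0.09 for Lss. The numbers adjusted over the list alone equalled these for the naive and the cholesterol lists. Targets of FGF and ERK signalling did not pass as a list (4 of 19 lower, 1 higher; adjusted p = 0.247), and passed with genes of shifted segments left out (0.0412). With an estimated correlation over all genes the adjusted p was 0.942. Spry4, the reporter gene of the study's screen, was at 2.2 ± 0.715 CPM in wild-type and 1.34 ± 0.179 CPM in mutant lines (-0.73 ± 0.27, adjusted p = 0.103; 0.0107 without iG4).

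Further genes of large change in 2i+LIF cells were higher in the mutants by 2.1 ± 0.08 (Fhit), 1.85 ± 0.13 (Syne1), 1.84 ± 0.14 (Tenm3), 1.76 ± 0.13 (Ap3b2), 1.63 ± 0.25 (Emb) and 1.61 ± 0.08 (Patj) on the log2 scale. Of 30 imprinted genes 7 were higher, such as Peg3 (1.22 ± 0.21) and Plagl1 (0.77 ± 0.11), and 4 lower. Gpx2 (2.39 ± 0.09), Syne2 (1.59 ± 0.19) and Fos (1.58 ± 0.16) rose as well and lie in the higher segment of chromosome 12, and Trh (1.77 ± 0.21) in that of chromosome 6. Lower genes included Platr16 (-1.97 ± 0.12), Rdm1 (-1.9 ± 0.09), Dnah8 (-1.76 ± 0.13), S100a13 (-1.46 ± 0.16) and Ccdc141 (-1.41 ± 0.13), as well as Itpk1 (-1.72 ± 0.07) in the lower segment of chromosome 12. Rpl39l changed by -1.52 ± 0.1, a value that is uncertain because close copies of ribosomal protein genes can share reads. For 8296 genes (49.8%) the 2 genotypes did not overlap, against 20% if all lines were independent. The mutants are related clones, so the excess over 20% cannot be credited to genotype. In all, 1776 of 16655 genes were called in 2i+LIF cells, 798 higher and 978 lower. The count was 872, 881 and 936 without A6, A11 and A12, and 3292 without iG6.

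In Epi-like cells 18 of 25 PrE genes were lower, and of 19 targets of FGF and ERK signalling 7 were higher and 1 was lower in the mutants. Camera called both lists with its preset correlation and neither with an estimated one (adjusted p = 0.586 for both). Gata6 was at 160 ± 36.5 CPM (SD, n = 2) in wild-type and 41.6 ± 7.61 CPM (n = 3) in mutant Epi-like cells. The log2 fold changes were -1.94 ± 0.18 (SE) for Gata6, -2.07 ± 0.25 for the endoderm regulator Sox17, -2.62 ± 0.25 for Foxq1, -2.26 ± 0.31 for Pdgfra and -1.72 ± 0.16 for Cubn (adjusted p at most 0.00337). These genes define the PrE-like class, and Gata4 and Gata6 counts may include transcripts of the transgenes. The higher FGF and ERK targets included Dusp6 (1.17 ± 0.09), Spry4 (1.16 ± 0.13), Spred1 (1.33 ± 0.18), Il17rd (0.94 ± 0.09) and Etv4 (0.65 ± 0.09). Outside the GATA experiment, the study reports the opposite for Spry4, with a weaker reporter rise and fewer mRNAs in mutants. It found similar p-ERK levels and almost no footprint on FGF targets. Pulse length and class shares differed between genotypes here. The higher values in differentiated cells therefore cannot be credited to loss of Med12 alone. The de novo DNA methyltransferase gene Dnmt3a changed by -1.28 ± 0.07, from 136 ± 2.98 to 55.8 ± 4.69 CPM.

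Of 25 PrE genes, 18 fell in Epi-like cells and 19 when adjusted over the list alone, with a median of -1.306 (camera adjusted p = 4.11e-19, and 0.586 with an estimated correlation). Wild-type Epi-like cells lay closer to the class boundary. Cells with a marker score below -0.5 made up 64.8% and 52.6% of the Epi-like cells of iG4 and iG6, and 93.6%, 89.1% and 89.7% of those of A6, A11 and A12. In these cells alone the log2 fold changes were smaller, with -0.95 for Gata6, -1.09 for Sox17, -1.17 for Foxq1, -0.79 for Pdgfra, -0.79 for Cubn and -0.85 for Dnmt3a, and larger for Spry4 (1.85), and the PrE list was still called (adjusted p = 4.15e-05). Visceral endoderm genes (4 of 11 lower; adjusted p = 0.0015) and parietal endoderm genes (5 of 12 lower, 1 higher; 0.0135) were called over all Epi-like cells but not in the cells far from the boundary (0.12 and 0.369). With an estimated correlation their adjusted p was 0.586 and 0.765. The parietal list was also not called without iG6 (0.0813).

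Targets of FGF and ERK signalling passed as a list in Epi-like cells, with 7 of 19 higher and 1 lower, and 8 higher and 1 lower when adjusted over the list alone (adjusted p = 0.00919, and 0.586 with an estimated correlation). Etv1 was the lower member (-0.64 ± 0.1, and -0.45, below the size threshold, without iG6). Of 20 glycolysis genes 4 rose (adjusted p = 0.032, and 0.765 with an estimated correlation): 0.98 ± 0.07 for Pdk1, which restrains entry of pyruvate into mitochondria, 0.96 ± 0.09 for the glucose transporter gene Slc2a1, 1.12 ± 0.1 for Ldhb and 0.7 ± 0.08 for Hk2. Ldhb and Hk2 lie in the higher segment of chromosome 6. The list was not called with genes of shifted segments left out (adjusted p = 0.376), in cells far from the boundary (0.164) or without iG6 (0.863, direction reversed). Of 21 genes of cholesterol synthesis 4 fell, Insig1 and Fdft1 among them (adjusted p = 0.0191; 0.109 far from the boundary, and 0.765 with an estimated correlation), by -0.71 ± 0.11 for Fdft1 and -0.61 ± 0.07 for Insig1. The G2/M list was lower (adjusted p = 0.032, median -0.115; 0.0726 without iG6, 0.0689 without A12, and 0.765 with an estimated correlation) with no single member called, and so were the ribosomal protein genes (4.71e-05, median -0.125, 1 of 83 called; 0.765 with an estimated correlation).

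Of 6 neural genes, 2 were higher (Pax6 and Zfp521) and 1 was lower (Nes), with a list median of -0.168. The list was not called (camera adjusted p = 0.29, and 0.765 with an estimated correlation). Pax6, a regulator of neural fate, rose by 2.83 ± 0.26 from 2.88 ± 0.852 to 19.8 ± 4.28 CPM. Outside these lists, Cpsf4l rose by 2.63 ± 0.21, Zfp423 by 2.15 ± 0.09, Enox1 by 2.04 ± 0.28 and the cell cycle kinase gene Cdk6 by 1.84 ± 0.11. Trh (2.57 ± 0.19), Hmces (1.93 ± 0.14), Arhgdib (1.83 ± 0.17) and Itpr1 (1.77 ± 0.08) rose as well and lie in the higher segment of chromosome 6. Lower genes were Ly6a (-2.81 ± 0.12), P4htm (-2.07 ± 0.08), Tnnt3 (-1.96 ± 0.11), Nr3c2 (-1.92 ± 0.09) and Emp2 (-1.82 ± 0.08). Of 31 imprinted genes 7 were higher and 4 lower, without a call of the list (camera adjusted p = 0.469, and 0.831 with an estimated correlation). Among the lower ones, the growth factor gene Igf2 changed by -3.27 ± 0.26, from 2.96 ± 0.246 to 0.303 ± 0.0208 CPM. Of the study's naive panel 1 gene was higher (Esrrb, in the higher segment of chromosome 12) and 1 lower (Tbx3, -0.61 ± 0.06), and of 12 other naive genes 5 were higher and 2 lower, without a call of either list (camera adjusted p = 0.782 and 0.761). Genotypes did not overlap for 8767 genes (55.2%, against 20% for independent lines, which the clones may not be). In all, 2382 of 15878 genes were called, 1103 higher and 1279 lower. The count was 1383, 1408 and 1184 without A6, A11 and A12, and 3680 without iG6.

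In PrE-like cells 8 of 21 genes of cholesterol synthesis were lower and 4 of 19 targets of FGF and ERK signalling higher in the mutants, and neither list was called with an estimated correlation (adjusted p = 0.666 and 0.269). Of 25 PrE genes 2 fell (Amn and Fst; list median 0.019, camera adjusted p = 0.981), and Gata6 was at 609 ± 32.4 CPM (SD, n = 2) and 514 ± 30.9 CPM (n = 3; log2 fold change -0.26 ± 0.07, adjusted p = 0.0514). Amn (-1.14 ± 0.09) lies in the lower segment of chromosome 12, and the call of Fst (-1.2 ± 0.29) was lost without A6, A11 or A12 (adjusted p = 0.0941, 0.131 and 0.0722). Of the cholesterol genes 9 fell when adjusted over the list alone, and the median was -0.496 (adjusted p = 3.29e-10). The changes were -0.83 ± 0.09 (SE) for Fdps, -0.94 ± 0.1 for Insig1, a feedback regulator of the pathway, and -0.6 ± 0.07 for Msmo1. Fgf4, the ligand that signals from epiblast to PrE, rose by 1.66 ± 0.16 from 2.21 ± 0.0327 to 7.08 ± 0.448 CPM. It changed by 0.92 with classes from the marker score.

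Targets of FGF and ERK signalling were higher as a list (4 of 19, and 6 when adjusted over the list alone; adjusted p = 0.000698, and 0.269 with an estimated correlation). Of the 4, Fos lies in the higher segment of chromosome 12. Spry4 changed by 0.65 ± 0.1, and its call was lost without A6, A11 or A12 (adjusted p = 0.0668, 0.0642 and 0.069). Of the study's naive panel, Nanog and Esrrb rose (2 of 7; adjusted p = 0.000862, and 0.666 with an estimated correlation), by 1.16 ± 0.15 and 0.77 ± 0.07. Nanog lies in the higher segment of chromosome 6 and Esrrb in that of chromosome 12. With genes of shifted segments left out the panel was not called (0.218), and without A6 the adjusted p of Nanog was 0.052. With classes from the marker score the change of Nanog was 0.46. The study's single genes rose as a list (3 of 13, Nanog, Fgf4 and Spry4; adjusted p = 0.0119, and 0.666 with an estimated correlation; 0.155 without iG4, 0.0518 without A12 and 0.0541 without genes on shifted chromosomes). Neither of these lists is independent evidence, since the study chose them. Genes of S phase (1 of 36 called; adjusted p = 8.94e-06, median -0.206), of G2/M (1 of 45; 1.67e-06, median -0.239) and of ribosomal proteins (1 of 83, Rpl39l; 2.97e-09, median -0.138) were lower as lists. With an estimated correlation their adjusted p was 0.269, 0.666 and 0.269. The study's 21 positive regulators of Spry4 did not move as a list in any state (adjusted p = 0.876, 0.469 and 0.694 in 2i+LIF, Epi-like and PrE-like cells).

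Among genes of large change in PrE-like cells, Enox1 (2.31 ± 0.22) and Meis2 (1.58 ± 0.11) rose outside the segments, and Plekhg3 (1.45 ± 0.09) and Syne2 (1.44 ± 0.1) within the higher segment of chromosome 12. Lower genes were Xist (-2.12 ± 0.19), the RNA that silences an X chromosome, Nr3c2 (-1.43 ± 0.15), Id1 (-1.3 ± 0.14), a target of BMP signalling, and Zfyve21 (-1.41 ± 0.06) in the lower segment of chromosome 12. Rpl39l changed by -1.96 ± 0.11. Stmn2 was lower in the mutants in all 3 states (-1.55 ± 0.32, -1.95 ± 0.52 and -2.18 ± 0.47), but differed between the wild-type lines and changed by -0.71, -0.5 and -0.94 without iG4. Its call was lost without A6, A11 or A12 (adjusted p = 0.0747 to 0.0844 in 2i+LIF, 0.103 to 0.136 in Epi-like and 0.123 to 0.15 in PrE-like cells). In all, 1072 of 15473 genes were called in PrE-like cells, 552 higher and 520 lower, and 636 with genes of shifted segments left out. The count was 240, 306 and 195 without A6, A11 and A12, 1711 without iG4 and 3285 without iG6. Genotypes did not overlap for 7266 genes (47.0%, against 20% for independent lines, which the clones may not be).

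**Figure D3:**
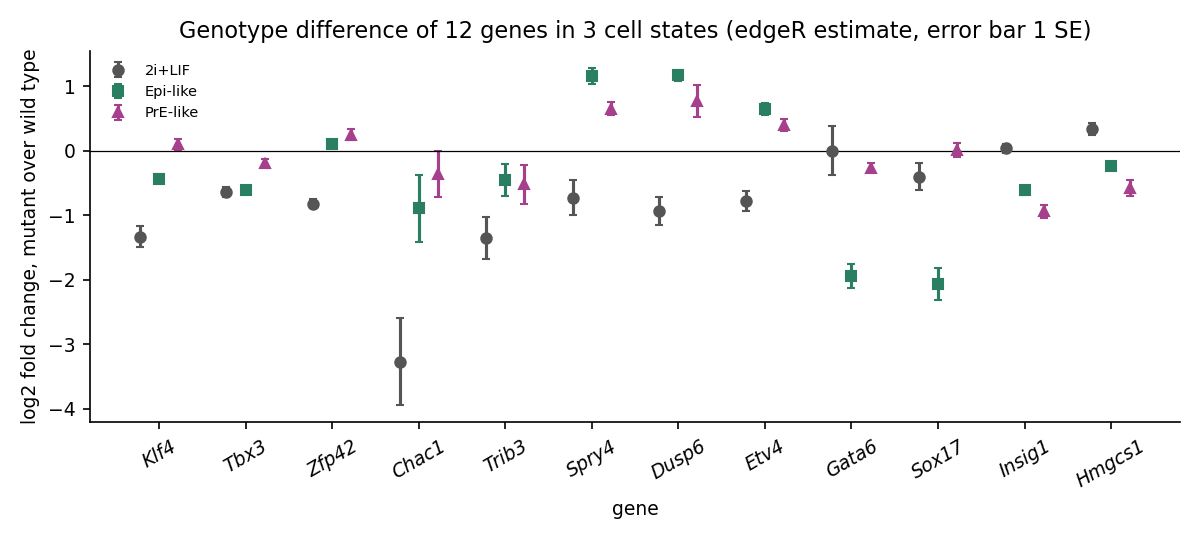
Log2 fold change of mutant against wild-type lines for 12 genes in 2i+LIF, Epi-like and PrE-like cells, with bars for 1 SE (2 wild-type and 3 mutant lines). Klf4 and Zfp42 lie below 0 in 2i+LIF cells, Dusp6 and Spry4 above 0 in Epi-like cells (1.17 and 1.16), and Insig1 below 0 in Epi-like and PrE-like cells (-0.61 and -0.94).

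The change from 2i+LIF medium to each differentiated class was examined within genotypes, to ask whether mutants change the same genes as wild-type cells and to the same extent. In wild-type lines, 3 of the 7 genes of the study's naive panel fell and 1 rose towards Epi-like cells, and 6 fell and 1 rose towards PrE-like cells. In mutants 1 fell and 3 rose, and 5 fell and 2 rose. Of 12 other naive genes 3 fell and 2 rose, and 6 fell and 1 rose, in wild-type lines, and 2 fell and 3 rose, and 5 fell and 4 rose, in mutants. The interaction was called with a higher value in mutants for 3 of the 7 panel genes towards Epi-like and for 4 towards PrE-like cells. For the 12 other naive genes the numbers were 3 and 1, and no gene of either list had a lower value called. The calls of Klf4, a panel gene, were lost without A6, A11 or A12. Changes of single genes are given below for wild-type lines. The Wnt target Sp5 changed by -5.25 ± 0.19 (SE) towards Epi-like and by -5.95 ± 0.22 towards PrE-like cells, the immediate early gene Egr1 by -3.81 ± 0.2 and -4.74 ± 0.23, and Ntn1 by -3.7 ± 0.11 and -5.18 ± 0.25. Towards Epi-like cells, Kit changed by -2.91 ± 0.09 and Tubb3 by -2.62 ± 0.18, while Dnmt3l, a cofactor of DNA methylation, rose by 3.9 ± 0.27, Krt8 by 4.03 ± 0.28 and Fbp2 by 3.69 ± 0.2. Towards PrE-like cells, Tdh, an enzyme of threonine breakdown typical of mouse stem cells, changed by -3.89 ± 0.12, Fgf4 by -4.83 ± 0.13 and the water channel gene Aqp3 by -4.58 ± 0.22. Amot and Tent5a rose by 6.0 ± 0.3 and 6.09 ± 0.24. Among genes that define the PrE-like class, Gata6, Pdgfra and Cubn were higher by 5.76 ± 0.37, 5.72 ± 0.36 and 5.91 ± 0.15 (adjusted p of these changes at most 5.76e-06).

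Of 25 PrE genes, 22 rose in wild-type Epi-like cells and 24 in wild-type PrE-like cells, and in mutants 15 rose and 1 fell in Epi-like and 24 rose in PrE-like cells. Of 23 mTORC1 and ATF4 targets, 16 fell towards Epi-like and 14 towards PrE-like cells in wild-type lines, and 7 fell and 1 rose towards each class in mutants, with the interaction called for 1 of them in each class. Of 18 Wnt targets 9 and 10 fell and 3 and 4 rose in wild-type lines, and 10 and 10 fell and 2 and 4 rose in mutants. Of 21 genes of cholesterol synthesis, 15 fell towards Epi-like and 14 towards PrE-like cells in mutant lines, where 2 fell towards Epi-like and 1 rose towards PrE-like cells in wild-type lines. The interaction was called with a lower value in mutants for 8 of these 21 genes towards Epi-like and for 12 towards PrE-like cells, and for 14 of 25 PrE genes towards Epi-like cells. These member counts rest on all 5 lines: the calls of Hmgcs1 and Insig1 in both classes were lost without A6 or A12, and those of Gata6, Gata4 and Foxq1 towards Epi-like cells without A6, A11 or A12 and in cells far from the class boundary (adjusted p = 0.354, 0.421 and 0.171). In all, 3430 of 17231 genes were called towards Epi-like cells in wild-type lines (1754 higher, 1676 lower) and 3608 in mutants (1728 higher, 1880 lower), and 5807 of 17280 genes towards PrE-like cells in wild-type lines (2841 higher, 2966 lower) and 6135 in mutants (2827 higher, 3308 lower). The mutant count towards Epi-like cells was 2340 without A6 and 2270 without A12. These counts do not test whether the genotypes differ, which was done with an interaction term.

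The interaction called 662 genes for the Epi-like change (367 with a higher and 295 with a lower change in mutants) and 280 for the PrE-like change (176 and 104). With the cell line as a replicate block it called 1431 and 521 genes. Of 19 targets of FGF and ERK signalling, 8 had a higher change in mutants towards Epi-like and 6 towards PrE-like cells. Dusp6 rose by 0.96 towards Epi-like cells in wild-type lines and by 3.08 in mutants, a difference of 2.12 ± 0.23 (SE; adjusted p = 0.001705). Fgf4 changed by -4.83 towards PrE-like cells in wild-type lines and by -2.76 in mutants, a difference of 2.07 ± 0.15 (adjusted p = 0.0002674), which was 1.33 with classes from the marker score. Ntn1 fell less in mutants, with differences of 2.69 ± 0.13 (Epi-like) and 1.8 ± 0.32 (PrE-like), and so did Kit towards Epi-like cells (0.88 ± 0.11) and Tdh towards PrE-like cells (1.32 ± 0.14). The PrE-like value of Ntn1 was not called without A6 or A12 (adjusted p = 0.132 and 0.099). The counts depended on single lines: towards Epi-like cells 119, 134 and 78 genes were called without A6, A11 and A12, 1230 without iG4 and 1288 without iG6, and towards PrE-like cells 14, 58 and 35, 962 and 1400. In Epi-like cells far from the class boundary 245 genes were called.

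The size of the whole response was measured as the slope of each line's change on that of iG4, over genes that changed in iG4, relative to the slope of iG6. Towards Epi-like cells the relative slope was 0.738 in A6, 0.667 in A11 and 0.721 in A12 (mean 0.709 ± 0.037, SD, n = 3, over 862 genes). Towards PrE-like cells it was 0.911, 0.856 and 0.877 (mean 0.881 ± 0.027, 1428 genes). With the roles of the wild-type lines exchanged, the Epi-like value was 0.776 and the PrE-like value 1.044, so the latter was not below the wild type in both settings. Without genes that differ between the classes the Epi-like value was 0.746. With 1 wild-type line as the yardstick the spread among wild-type lines could not be tested.

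The lists of genes called between genotypes overlapped between states. Called in both 2i+LIF and Epi-like cells were 373 higher and 420 lower genes, where independent lists of these lengths would share 52.8 and 69.4, and 36 genes had opposite directions. For 2i+LIF and PrE-like cells the numbers were 249 (26.0 for independent lists), 229 (28.0) and 17, and for the 2 differentiated classes 339 (37.1), 346 (41.6) and 6. In all 3 states 205 genes were higher and 193 lower, and Enox1, Ly6a and Rpl39l were among genes of large change in more than 1 state. Over 6635 genes, log2 differences correlated by 0.571 (2i+LIF and Epi-like), 0.582 (2i+LIF and PrE-like) and 0.67 (Epi-like and PrE-like). The same lines enter every state, and other splits of the 5 lines reached 0.601, 0.585 and 0.757. Counting the real split, 4, 2 and 7 of the 10 splits had a correlation at least as large. The covariances were 0.0509, 0.0424 and 0.0558, against at most 0.0248, 0.0208 and 0.0285 in the other 9 splits. A covariance also grows with the size of the differences in each state, so it cannot show sharing beyond the common lines. Genes are not independent replicates, and part of the overlap may come from the shared lines.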

Values the study reported

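According to the study, 1100 to 1700 cells of each sample passed its filters. The medians of mRNA counts in single cells lay from 23,233 to 27,890. In differentiated cells the study gives medians of 28227 for the wild type and 25649 for the mutants.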

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

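The tests of the chromosome segments, the test of free RNA for PrE genes, and the test of mutant cells as a part of the Y-linked signal in iG6, were chosen after the results they address had been seen, and so were the values in Epi-like cells far from the class boundary.

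Y-linked transcripts were low in 1 line. The sum of Ddx3y, Eif2s3y and Uty was 44.7 CPM in iG6 in 2i+LIF medium, where the other lines had 204.5 to 266.2, and 34.3 CPM after differentiation, where they had 184.7 to 222.8. The gap of iG6 to the next line was 0.721 and 0.798 of the whole range, above the critical 0.71 of Dixon's test for 5 samples. For a single measure chance exceeds this limit in about 1 in 20 groups. Other measures, such as UMIs per cell and cells kept, were screened at the same limit, so an excess in some measure is more frequent. The 2i+LIF value lay close to the limit. Lower transcription in every cell or free RNA was argued against, since cells with 3 or more Y-linked UMIs were 5.62 times as frequent in iG6 as a Poisson distribution gives. A mixture of cells with and without a transcribed Y chromosome may explain the level, because the share of such cells was 0.68 of that in other lines scaled by the mean level. Barcodes of another line as the source of all Y-linked UMIs were excluded by a slope of 0.18, where about 1 would be needed, but mutant cells as the source of a part stay possible (slope 0.17 ± 0.027 outside the shared segments). How a mixture of cells with and without Y-linked transcripts would have arisen was not tested.

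The 3 chromosome segments moved together in all mutants. Regulation of single genes after loss of MED12 was argued against, since at least 82.2% of the genes of at least 5.0 CPM that had taken no part in finding a segment moved in its direction in all 3 mutants, against at most 42.7% of such genes on other chromosomes. Depth or scaling was excluded as well, because genes of other chromosomes at the same level had medians within 0.03 of 0. A copy-number difference inherited from a common ancestor of the clones may explain the segments, which differed by at most 0.11 between lines and states. Whether such a change arose by chance or with the loss of Med12 was not tested, and DNA was not measured here.

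PrE genes were lower in Epi-like cells of the mutants. Free RNA was argued against, because the difference between genotypes in 20 low members was 5.77 times their whole level in wild-type 2i+LIF cells. Cells near the class boundary may account for much of it. Over 10 list members not used as markers the median difference was -0.42 in all Epi-like cells and -0.11 far from the boundary. Of these members, 9 were lower in mutants in all Epi-like cells and 8 far from the boundary. Over the whole list the median on the same measure was -0.8 and -0.28. Leaving out cells near the boundary would also remove a graded difference. The longer induction of mutant lines cannot be told apart from genotype, since each genotype had 1 induction length (median difference of the list in PrE-like cells 0.02). The study reports that GATA6-mCherry peaked lower in mutants even with longer induction. A lower transgene level as the source of the lower PrE genes was not tested here.

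The changes from 2i+LIF to Epi-like and PrE-like cells in mutants called 3608 and 6135 genes. Of the 10 splits of the 6 mutant sums, 1 called as many in each case, the real one, and edgeR called at most 0 genes in the others, with up to 191 and 162 at an unadjusted p under 0.05. The splits are too few for a share under 0.05.

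The change from 2i+LIF differed between genotypes, by the interaction term of edgeR, for 662 genes towards Epi-like and 280 genes towards PrE-like cells. The first count was 119, 134 and 78 without A6, A11 and A12, 1230 without iG4 and 1288 without iG6, and the second 14, 58, 35, 962 and 1400. Towards Epi-like cells the difference, mutant minus wild type (log2 ± SE), was 2.12 ± 0.23 for Dusp6, 0.97 ± 0.13 for Fgf4, 2.69 ± 0.13 for Ntn1 and 0.88 ± 0.11 for Kit, and each was called without any single line. In cells far from the boundary the value of Fgf4 was 0.51 (adjusted p = 0.0606). Towards PrE-like cells the same held for Fgf4 (2.07 ± 0.15) and Tdh (1.32 ± 0.14).

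The other differences were not called without some of the mutant lines. Towards Epi-like cells, with adjusted p without A6, A11 and A12 in this order, they were -1.68 ± 0.35 for Tnnt3 (0.102, 0.114 and 0.11), -2.16 ± 0.5 for Car4 (0.111, 0.15 and 0.19), -1.93 ± 0.46 for Gata6 (0.148, 0.109 and 0.162), -2.69 ± 0.44 for Foxq1 (0.0717, 0.0548 and 0.0548) and -1.92 ± 0.46 for Gata4 (0.174, 0.143 and 0.148). Further values were 1.11 ± 0.23 for Tubb3 (0.122, 0.114 and 0.12), -0.57 ± 0.11 for Hmgcs1 (0.122, 0.0804 and 0.138; -0.4 without iG4) and 0.91 ± 0.2 for Klf4 (0.151, 0.168 and 0.145). Spry4 (1.9 ± 0.28) was not called without A11 or A12 (0.0548 and 0.0734), and Insig1 (-0.63 ± 0.1) without A6 or A12 (0.064 and 0.066). In Epi-like cells far from the boundary the value of Foxq1 was -1.22, of Gata6 -0.93 and of Gata4 -0.62, with adjusted p of 0.171, 0.354 and 0.421.

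Towards PrE-like cells, again without A6, A11 and A12, the differences were 1.39 ± 0.25 for Spry4 (0.136, 0.164 and 0.192), 1.71 ± 0.36 for Dusp6 (0.242, 0.203 and 0.251; 0.97 without iG6) and 1.44 ± 0.2 for Klf4 (0.101, 0.0773 and 0.0985). Those of Ntn1 (1.8 ± 0.32), Insig1 (-0.97 ± 0.12) and Hmgcs1 (-0.92 ± 0.17) were not called without A6 (0.132, 0.0636 and 0.181) or A12 (0.099, 0.0885 and 0.178).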

How the results depend on the processing

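Leaving out genes of shifted segments, Epi-like cells near the class boundary, genes that differ between the classes, and marker genes during clustering were chosen after the results had been seen. Where 1 wild-type line was left out, the lone line was assumed to vary like the mutants.

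The PrE-like share kept its direction in every setting run, with differences of -24.9 (all barcodes) to -32.5 points (classes from the marker score), -27.4 in clusters made without marker genes, and -37.4 to -19.6 with single lines left out. Clusters made without integration over lines held a cluster of iG4 cells and could not give this share. The UMI difference of differentiated cells ran from -2991.7 to -2218.7 and the rise on differentiation from 2296.1 to 3194.1 with single lines left out. In 2i+LIF cells the UMI difference ran from -1130.2 (without A11) to -329.8 (without A6). It reversed with all barcodes (1787.3) and with means (253.9). The filter kept 1082 of 1477 and 1339 of 1873 wild-type barcodes, against 1123 of 1272, 1362 of 1540 and 1257 of 1415 mutant ones. With all barcodes the wild-type medians fell from 24291.5 and 24563.0 to 20880.0 and 20399.0. Those of A6, A11 and A12 became 21940.0, 23248.5 and 22092.0. Of the mutant means, only that of A11 (29513.4) lay above those of iG4 and iG6 (26791.7 and 26810.3).

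With the line as a block the interaction called 1431 genes (Epi-like) and 521 (PrE-like), and the block changed no other count of calls by over 1.5 times. The PrE-like interaction called 512 genes with DESeq2 and 446 without a filter, and the Epi-like one 245 in cells far from the boundary. The PrE-like comparison of genotypes called 636 genes without genes of shifted segments. With single lines left out, counts ran from 872 to 3292 (genotypes, 2i+LIF), 1184 to 3680 (Epi-like), 195 to 3285 (PrE-like), 2270 to 4325 (mutant change to Epi-like), 78 to 1288 and 14 to 1400 (interactions). The lowest came without a mutant line and the highest without iG6. Each of these settings left out 1 line, so the number of lines does not account for the contrast. Without iG4 or iG6 the spread between lines came from the mutants alone. Mutants differed by 2.2 to 6.3 chi-square units per gene, and iG4 and iG6 by 12.1 to 27.2. Counts without a wild-type line therefore leave out the larger spread and cannot be compared directly with the others. Whether anything else adds to the contrast was not tested.

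With an estimated correlation camera called 0, 0 and 0 lists in 2i+LIF, Epi-like and PrE-like cells (2, 1 and 3 at an unadjusted p under 0.05). Lists with a negative estimate lost their call as well, so correlated genes do not account for every loss. Without genes of shifted segments 8 lists were called in 2i+LIF cells, and 5 in Epi-like cells far from the boundary. With single lines left out, 4 to 9 lists were called in 2i+LIF and 6 to 13 in PrE-like cells, the highest without iG6. The adjusted p of glycolysis in Epi-like cells was 3.21e-05 without iG4 and 0.863, in the other direction, without iG6.

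The response size was 0.776 (Epi-like) and 1.044 (PrE-like) with the wild-type lines exchanged, and 0.746 (Epi-like) without genes that differ between the classes. The correlations between states fell to 0.486, 0.48 and 0.598 without genes of shifted segments, and that of 2i+LIF and Epi-like cells was 0.502 without iG4 and 0.627 without iG6. The mean shift of chromosome 6, 0.29 in 2i+LIF cells, was 0.31 with iG4 as reference, 0.23 over genes with at least 100 CPM and 0.36 in differentiated cells. For chromosome 12 (0.03) it was 0.09 with that minimum and 0.02 in differentiated cells. The Y chromosome (2.11) gave -0.32 with iG4 as reference and 2.38 in differentiated cells. Why these values moved between settings was not tested.

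Over the named genes, 856 of the values with 1 line left out kept direction and side of the threshold, 216 fell below it and 3 rose above it. Under other settings the numbers were 1576, 78 and 1. For lists they were 88 and 6, with 1 reversed, and 38 and 27 under other settings.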

Other observations

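No test reported in this part was chosen after its result was seen. Lists outside the main questions held single genes that changed. Among imprinted genes, 7 of 30 were higher and 4 lower in 2i+LIF cells of the mutants (camera adjusted p = 0.28), 7 of 31 higher and 4 lower in Epi-like cells (0.469), and 1 of 30 higher and 5 lower in PrE-like cells (0.724). Of trophectoderm genes, 1 of 14 was higher and 3 lower in 2i+LIF cells (0.905), 5 of 13 higher and 1 lower in Epi-like cells (0.157), with 1.34 ± 0.25 for Gata3, and 1 of 11 higher and 1 lower in PrE-like cells (0.308). Germline genes that respond to DNA methylation were higher for 2 and lower for 2 of 18 in 2i+LIF cells (0.28), for 4 and 2 of 18 in Epi-like cells (0.705), and for 1 and 2 of 17 in PrE-like cells (0.967). None of these lists was called in any state.

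A cluster of 21 differentiated cells was left without a name. It held 5 of 7 markers of the 2-cell stage, with a mean log2 fold of 3.48, and came from all lines (8 cells of iG4, 1 of iG6, 4 of A6, 5 of A11 and 3 of A12).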
